A study of Mus musculus with 2 samples. Its data were reported in "Multiparity increases the risk of diabetes by impairing the proliferative capacity of pancreatic β cells" (2023).

How the data were processed

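Pancreatic islets of virgin and multiparous C57BL/6J mice were dissociated with trypsin after a short incubation in serum-containing medium, and single-cell libraries were made with the 10x Chromium 3′ chemistry, which captures the 3′ end of polyadenylated RNA and tags each molecule with a unique molecular identifier (UMI). There was 1 library per group. The number of mice in each library is not given in the labels. The deposited matrices hold raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger 3.1.0, per the file headers. They cover 31053 genes, of which 36 share a symbol with another gene, so genes were handled by Ensembl identifier. The barcodes had already been limited to called cells, the smallest having 500 UMIs, and no filter on genes or on mitochondrial share was visible in the values. The genome build used by the authors is not given in the labels, the file headers or the main methods, and the supplementary methods were not used here. Gene locations were taken from GENCODE M21 on GRCm38 by gene identifier, and 30934 of the 31053 identifiers (99.6%) were found there.

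The virgin library held 94853806 UMIs in 5463 barcodes and the multipara library 82503776 UMIs in 5075 barcodes. Cells were kept by the filter of the study: more than 200 and fewer than 6000 genes, fewer than 60000 UMIs and under 10% of UMIs from mitochondrial genes. Doublets, which are droplets with more than 1 cell, were then called with Scrublet (scanpy 1.11.5) within each library at its automatic threshold and removed. This took out 61 of 4391 virgin cells (1.39%) and 44 of 3374 multipara cells (1.30%), below the 3.51% and 2.70% set as the prior rate from the number of cells, so some doublets can remain. Counts were scaled to 10000 per cell, log-transformed and reduced to 30 principal components of 2000 variable genes, among genes seen in at least 3 cells, with scaled values capped at 10. Both libraries were clustered together, without integration, with the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at resolution 1 on 20 neighbours. scikit-learn 1.9.0, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, python 3.11.15 and matplotlib 3.10.9 were also used.

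Cell type markers, gene lists, the genes to be named, the tests and 49 alternative settings were fixed before the data were examined. The way markers were scored was written later. A cluster was named after the class with most markers among its top 50 genes by fold over the mean of the other clusters (with 20 CPM added), if there were at least 3 of them. It stayed unnamed if another class also had 3 or more there, if another class had more among the top 10, or if its median UMI count was under 1/3 of that of its libraries with no marker among the top 10. Of 18 clusters, 4 stayed unnamed and entered no class. They were a cluster of few UMIs (0.531% of kept virgin and 3.78% of kept multipara cells), a mixture led by immunoglobulin and haemoglobin genes (1.32% and 1.74%), a cluster with 2 macrophage markers led by Cxcl9 and Lyz2 (1.55% and 1.44%) and a cluster with alpha and delta markers together (1.13% and 0.631%). All names are rebuilt from expression, and a difference from the study can come from that.

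For each class, UMIs were summed over cells and expressed as CPM, the UMIs of a gene scaled to the same total of all UMIs of the class. With 1 library per group, no difference between groups could be set against the spread between animals. No test between groups was therefore run, and cells were not used as replicates. Sums are given with exact Poisson 95% intervals, shares with exact Clopper-Pearson 95% intervals and log2 ratios (multipara over virgin) with exact conditional binomial 95% intervals. These intervals cover counting error only. A gene with no UMI in 1 library is given as a lower bound against a floor of 3 counts. The named genes were the stress, PCR-measured, pregnancy (with Rerg), cell cycle and hormone genes taken from the study before the data were examined, with proliferation markers added, and the 10 highest and 10 lowest log2 ratios among genes with a mean of at least 50 CPM in beta-like cells. The 8 gene lists were the stress genes named by the study, ER folding and stress, nuclear oxidative phosphorylation, mitochondrially encoded, secretory granule, cell cycle, dissociation response and cytosolic ribosomal protein genes. A list was summarised by its median log2 ratio over genes with at least 10 UMIs in both libraries together, and by the percentile of that median among 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean CPM. Classes with at least 30 cells in each library were compared.

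Shares of cells with a UMI were compared after each cell was thinned to 5500 UMIs, the 10th percentile of beta-like cells in the shallower library rounded down to a multiple of 500. Shallower cells were left out. Library mixing was the share of the 30 nearest neighbours of a beta-like cell that came from the other library, divided by the share of beta-like cells from that library and averaged over both libraries. Beta-like cells were clustered again at resolution 0.5 after leaving out 5368 genes whose CPM differed over 1.5-fold between the libraries, which pushes the shares of the sub-clusters towards even. Library mixing was measured with those genes included. Only sub-clusters of at least 30 cells are described, a limit set after 2 sub-clusters of 1 cell each had been seen.

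The calculations were tested on simulated counts for the comparison of beta-like cells, with the real library sizes and 13986 genes, 200 of them changed. The sign was recovered for 100% of the changed genes, the median error was 0.05 on the log2 scale, the 95% interval covered the true value for 95.5% of all genes and 92.5% of the changed ones, and 95% of unchanged lists fell inside the central 95% of random lists. Counts were drawn independently for each gene, and the unchanged lists were random genes. The simulation therefore does not test lists whose genes vary together, or spread beyond counting error. Mixing was 0.995 for 1 population split at random and 0 for separate populations.

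Alternatives changed the cell filter, the mitochondrial limit (20%), doublet removal, the clustering resolution (0.5 and 2), clustering of the libraries together or separately, the scaling (CPM without the 10 most abundant genes, edgeR 4.0.16 TMM factors in R 4.3.3, median-of-ratios size factors), the weight of each cell, the depth, the purity of beta-like cells (under 1% of UMIs from Gcg, Sst, Ppy and Pyy), the minimum UMIs per gene, the neighbours and the sub-clustering. A value counted as having changed sign when its interval lay off 0, and otherwise as moved when it left its 95% counting interval or, for a list median, a 95% order-statistic interval over its genes, a spread chosen after the data had been seen. The bulk RNA sequencing, PCR and histology of the study were not analysed here.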

Results

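Islet cells of virgin mice and of mice that had been through repeated pregnancies (multiparous mice) were compared by single-cell RNA sequencing, with 1 library per group. The comparison asked how islet cell types, and beta cells in particular, differ after multiparity. No difference below has a replicate check, since each group was a single library, and the statements compare these 2 libraries rather than the conditions.

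The virgin library had a median of 14214 UMIs per barcode and the multipara library 10021. Mitochondrial genes gave at least 10% of the UMIs in 974 virgin barcodes (17.8%, 95% interval 16.8 to 18.9) and in 1550 multipara barcodes (30.5%, 29.3 to 31.8). At most 200 genes were detected in 445 and 524 barcodes, and 71 and 91 barcodes had 60000 UMIs or more. After filtering and removal of doublets, 4330 virgin cells (79.3%, 78.2 to 80.3) and 3330 multipara cells (65.6%, 64.3 to 66.9) were kept, with median depths of 17178.5 and 18292.5 UMIs. Leaving out the cell filter moved these numbers most, to 5224 and 5044 cells.

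Beta-like cells were the most frequent class, with 1875 virgin cells (43.3% of kept cells, 41.8 to 44.8) and 1506 multipara cells (45.2%, 43.5 to 46.9), whose intervals overlapped. Without the cell filter the order was the other way, at 36.2% and 32.7%, and the shares lay further apart, at 36.3% and 43.1%, when the libraries were clustered separately. Alpha-like cells made up 24.5% (23.3 to 25.9) of the virgin and 20.4% (19.0 to 21.8) of the multipara cells. Delta-like cells made up 8.34% (7.53 to 9.20) and 9.43% (8.46 to 10.5), but 11.09% and 11.03% with doublets kept, 11.04% and 11.02% at clustering resolution 2 and 8.46% and 7.85% without the cell filter. Their shares lay further apart, at 9.35% and 12.13%, when the libraries were clustered separately. PP-like cells, which express pancreatic polypeptide, made up 2.03% (1.63 to 2.498) and 2.94% (2.40 to 3.57), and 0% and 3.33% when the libraries were clustered separately. Endothelial-like cells made up 6.17% (5.47 to 6.92) and 7.21% (6.35 to 8.14), and 5.25% and 5.10% without the cell filter. T cell-like cells were more frequent in the virgin library, at 3.49% (2.96 to 4.08) against 1.29% (0.936 to 1.74), as were B cell-like cells, at 3.30% (2.79 to 3.88) against 1.20% (0.860 to 1.63). Macrophage-like cells were less frequent there, at 0.970% (0.6999 to 1.31) against 2.49% (1.99 to 3.08). The macrophage-like shares were 2.35% to 2.64% and 2.95% to 3.96% in the 6 alternatives run on them. Mesenchymal-like cells made up 3.33% (2.81 to 3.90) and 2.25% (1.78 to 2.82), and 4.53% and 7.60% of cells stayed unnamed. Among endocrine cells alone, beta-like cells were 55.4% (53.7 to 57.0) and 58.0% (56.1 to 59.9).

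**Figure D1:**
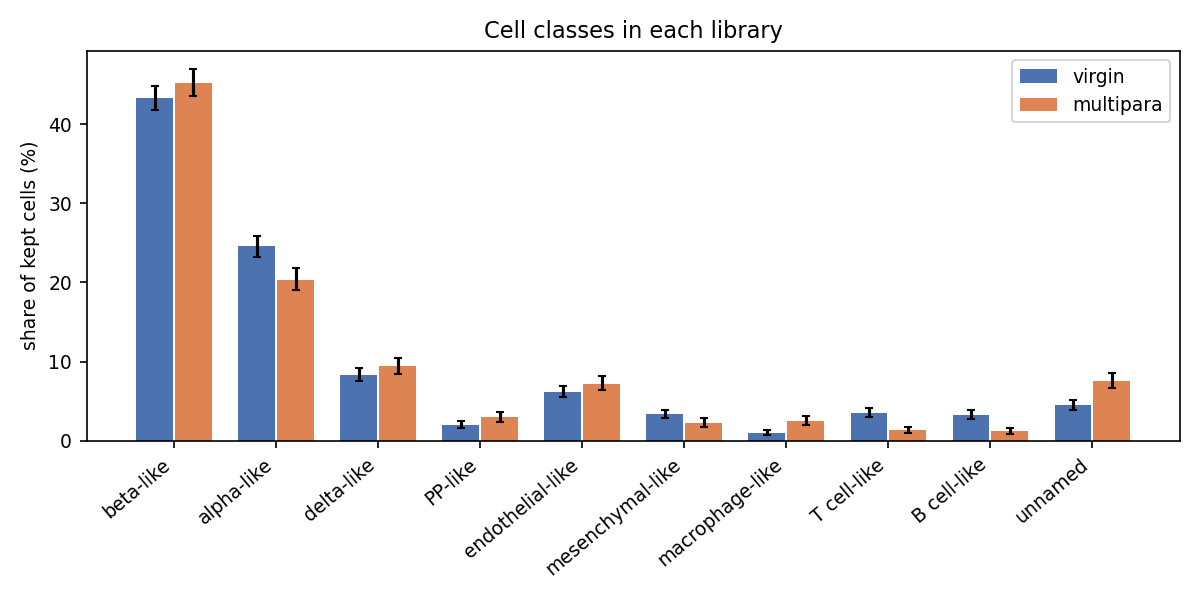
Share of kept cells (%) in each cell class for the virgin and multipara libraries, with bars from 0 and exact Clopper-Pearson 95% intervals that cover counting error only. Beta-like cells took 43.3% and 45.2%, and T cell-like cells 3.49% and 1.29%.

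Some named classes held clusters led by stress or immune genes. A cluster of 9 beta-like cells, 7 of them virgin, was led by the interferon response genes Ifit3b, Ifit3 and Oasl2. The macrophage-like cluster was led by Ccl4, Ccl3, Cxcl2 and Tnf beside complement genes. The mesenchymal-like class had 1 cluster led by Rgs5 (63 virgin and 64 multipara cells) and 1 led by Dcn, Ccl21a, C3 and Cxcl12 (81 and 11 cells), so its content differed between the libraries.

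The beta-like cells gave 53281657 UMIs in the virgin and 47226525 in the multipara library, with median depths of 29791 and 33169 UMIs per cell. The 10 most abundant genes took 65.4% and 67.0% of these UMIs. The median log2 ratio of all 14010 genes with at least 10 UMIs was -0.12 in CPM and moved to -0.01 under TMM scaling, so list values are also given relative to the median of all genes. That median is not matched on expression. The matched random lists had a median of -0.04 for the oxidative phosphorylation list and of -0.01 for the ribosomal list. Ratios of single genes are given as measured.

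The first question was whether the stress genes that the study named differed in beta-like cells. All 9 were higher in the multipara library. Nupr1 (ENSMUSG00000030717, chromosome 7, 126623249 to 126630861) had 4607 virgin and 11746 multipara UMIs. Its level was 86.5 CPM (84.0 to 89.0) in virgin and 249 CPM (244 to 253) in multipara cells, a log2 ratio of 1.52 (1.48 to 1.57). The ratio was lowest, at 1.38, when the libraries were clustered separately and highest, at 1.64, with median-of-ratios size factors. Fkbp11 (ENSMUSG00000003355, chromosome 15, 98724366 to 98728198) had 3982 and 5886 UMIs and a log2 ratio of 0.74 (0.68 to 0.80). Ddit3 (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288) and Sdf2l1 (ENSMUSG00000022769, chromosome 16, 17130138 to 17132383) both had a log2 ratio of 0.52 (0.48 to 0.56). Dnajb1 stood at 0.48 (0.44 to 0.51), Atf3 at 0.47 (0.43 to 0.50) and Atf5 at 0.34 (0.29 to 0.38). Hspa1a and Hspa1b, near-identical neighbours on chromosome 17 between which reads can be split, stood at 0.52 and 0.44 and are uncertain one by one, while their summed UMIs gave 0.50 (0.47 to 0.53). Each of the 9 ratios stayed positive in all 12 alternatives run on it. The genes were picked by the study on these samples, so this is not independent evidence.

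Nupr1 was detected in 664 of 1875 virgin beta-like cells (35.4%, 33.2 to 37.6) and in 986 of 1506 multipara ones (65.5%, 63.0 to 67.9). After thinning to 5500 UMIs, which left out 182 virgin and 102 multipara cells, the shares were 22.9% (20.9 to 24.9) and 49.6% (46.9 to 52.2). In alpha-like cells, taken as background at median depths of 16405 and 17535 UMIs, the shares were 2.26% and 7.37% before and 0.819% and 2.20% after thinning. The 9 stress genes together gave a median of 6 UMIs per thinned virgin cell (10th to 90th percentile 2 to 14) and of 10 per thinned multipara cell (4 to 19).

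**Figure D2:**
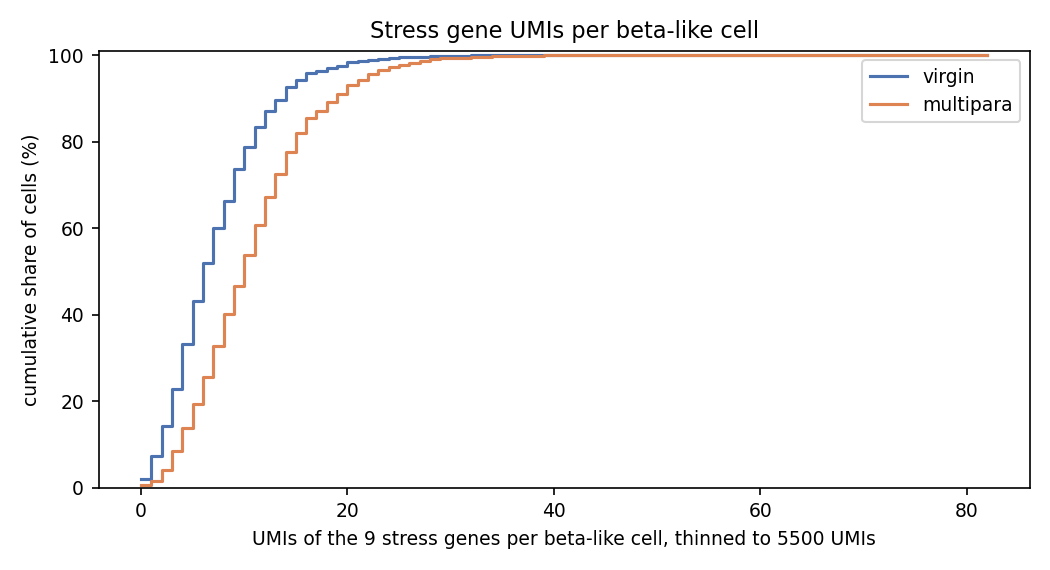
Cumulative share of beta-like cells (%) against the summed UMIs of the 9 stress genes per cell, after thinning to 5500 UMIs, for the virgin and multipara libraries. The multipara curve lies to the right of the virgin curve, with medians of 10 and 6 UMIs.

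Whole gene lists were compared next, to ask whether the difference extended to pathways. In beta-like cells the study stress list had a median log2 ratio of 0.52, or 0.64 relative to all genes, and a percentile of 100 among random lists matched on expression. That percentile is not independent evidence, because the study picked these genes on these samples. The ER folding and stress list, which holds none of the 9 study genes, had a median of 0.18, or 0.30 relative to all genes, with 30 of 33 genes higher and a percentile of 100. Its largest move was to 0.30 with median-of-ratios size factors. The nuclear oxidative phosphorylation list had a median of 0.02, or 0.15 relative to all genes, with 49 of 80 genes higher and a percentile of 99.3. The median of the mitochondrially encoded list was -0.10, or 0.02 relative to all genes, with 0 of 13 genes higher and a percentile of 18.0. It became 0.01 under TMM scaling and 0.02 with median-of-ratios size factors. The secretory granule list stood at -0.10, or 0.02 relative to all genes, with a percentile of 4.22, and at 0.01 both under TMM scaling and with median-of-ratios size factors. The cytosolic ribosomal protein list stood at -0.08, or 0.04 relative to all genes, with a percentile of 0.31 and became 0.03 under TMM scaling and 0.04 with median-of-ratios size factors. The dissociation response list, genes that rise when tissue is taken apart, stood at 0.02, or 0.14 relative to all genes, with 15 of 30 genes higher and a percentile of 98.5, and at -0.04 with each cell weighted equally. The cell cycle list stood at -0.20 over 20 genes, or -0.08 relative to all genes, with a percentile of 44.4.

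**Figure D3:**
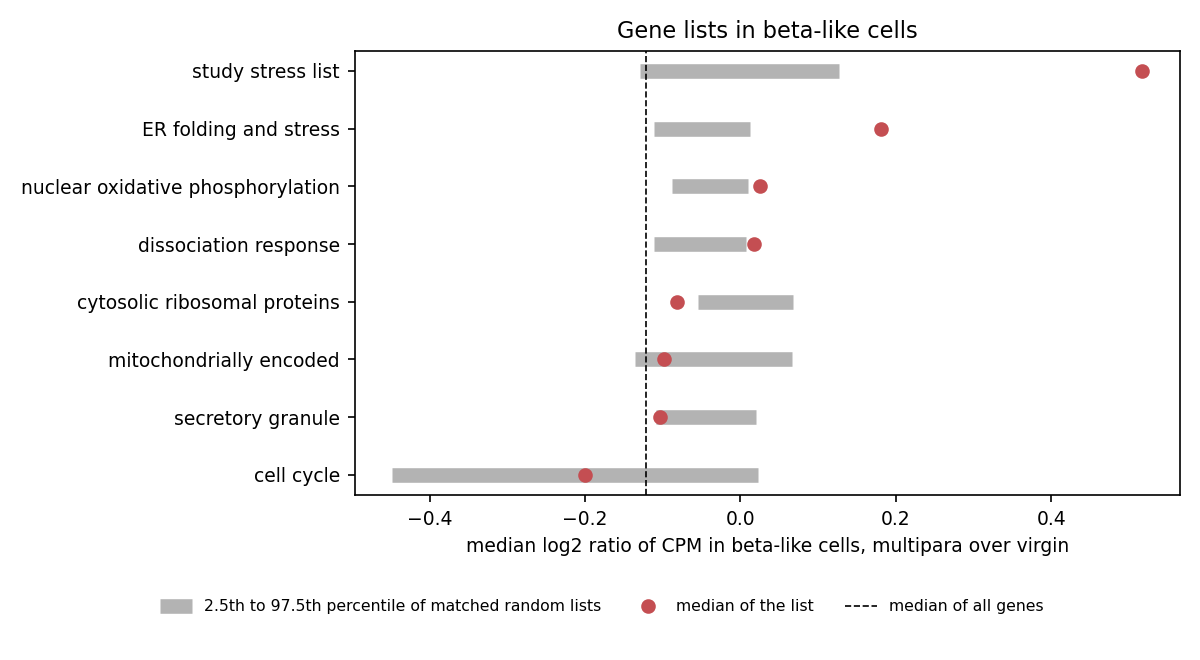
Median log2 ratio (multipara over virgin) of each gene list in beta-like cells (points), with the central 95% of 10000 random lists matched on expression (bars) and the median of all genes (dashed line). The stress (0.52), ER (0.18), oxidative phosphorylation (0.02) and dissociation response (0.02) lists lie above their bars and the ribosomal list (-0.08) lies below its bar, and the ribosomal, mitochondrially encoded and secretory granule medians turn positive under TMM scaling and median-of-ratios size factors.

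The same lists were measured in the other cell classes of the same libraries. The median of the study stress list was 0.19 in alpha-like cells (percentile 100), 0.29 in delta-like cells (99.98), -0.08 in PP-like cells (31.3) and -0.01 in endothelial-like cells (59.7), the last 2 turning to 0.08 and 0.07 with each cell weighted equally and the last to 0.03 under TMM scaling. Its largest move among these was in delta-like cells, to 0.54 when the libraries were clustered separately. It was 0.48 in macrophage-like (99.9), 0.62 in B cell-like (98.7), 0.21 in mesenchymal-like (66.2) and -0.78 in T cell-like cells (0.28), classes with as few as 40 cells in a library. The ER list stood at 0.06 in alpha-like (99.96), -0.01 in delta-like (78.9, or 0.04 under TMM scaling) and -0.17 in PP-like cells (0). In delta-like cells it moved to 0.16 when the libraries were clustered separately. The oxidative phosphorylation list stood at 0.03 in alpha-like (100) and at -0.06 in endothelial-like cells (4.06). The dissociation response list stood at 0.21 in delta-like cells (100), at 0.00281 in alpha-like cells (97.1, or -0.01 with each cell weighted equally) and at -0.29 in T cell-like cells (0). Differences between classes were not tested.

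Single stress genes went different ways in these classes. Fkbp11 and Sdf2l1 had log2 ratios of 0.46 (0.23 to 0.69) and 0.52 (0.38 to 0.66) in alpha-like cells, and 0.12 (-0.17 to 0.40) and 0.15 (-0.07 to 0.37) in delta-like cells. Atf3 was at -0.02 (-0.05 to 0.01) in alpha-like and at 0.29 (0.22 to 0.35) in delta-like cells. Hspa1a, Dnajb1 and Hspa1b were also higher in delta-like cells, at 0.59, 0.55 and 0.41. The intervals of Ddit3 and Atf5 there included 0. Nupr1 rested on 24 virgin and 53 multipara UMIs in alpha-like cells and on 9 and 46 in delta-like cells, at most 5.33% of the level in beta-like cells of the same library, close to the 1.28% to 4.18% found there for Ins2.

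**Figure D4:**
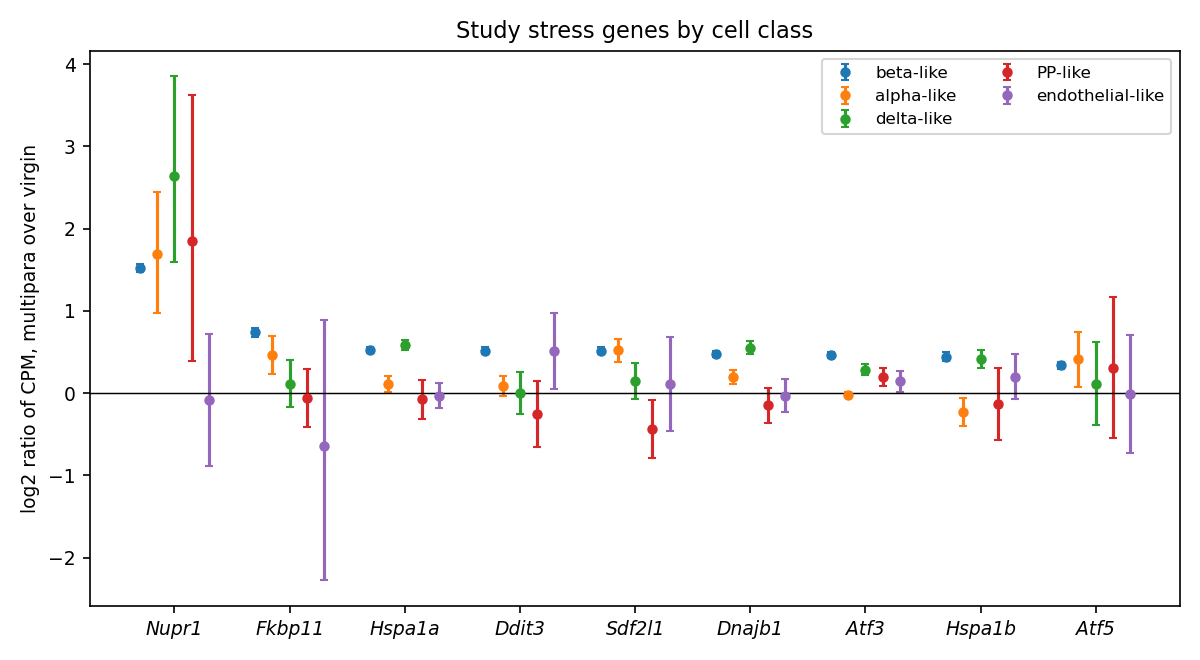
Log2 ratio of CPM (multipara over virgin) of the 9 study stress genes in beta-, alpha-, delta-, PP- and endothelial-like cells, with exact conditional binomial 95% intervals that cover counting error only. All 9 beta-like points lie above 0, with Nupr1 at 1.52, while Nupr1 in alpha- and delta-like cells rests on 9 to 53 UMIs per library.

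Transcripts that the study measured in islets by PCR were looked up in beta-like cells. Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653), a senescence marker, had 37 virgin and 39 multipara UMIs and a log2 ratio of 0.25 (-0.44 to 0.94), so no difference was detectable at this depth. It was detected in 1.92% (1.35 to 2.65) and 2.32% (1.62 to 3.22) of beta-like cells, in 0.413% and 0.427% after thinning, and in 0.470% and 0.295% of alpha-like cells (0.205% and 0 of 637 after thinning, with an interval up to 0.577%). The beta cell transcription factor Mafa was at 0.07 (0.04 to 0.10) and at -0.04 when the libraries were clustered separately. It was at 0.19 both under TMM scaling and with median-of-ratios size factors, which shift every gene by the same amount. Ccnd1 was at -0.15 (-0.22 to -0.07), close to the median of all genes.

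Of the genes that the study linked to pregnancy, Lrrc55 (ENSMUSG00000075224, chromosome 2, 85162334 to 85197197) had no UMI in the virgin beta-like cells, with an interval up to 0.0692 CPM, and 104 in the multipara ones (2.20 CPM, 1.80 to 2.67), at least 39.1-fold higher against a floor of 3 counts. The lower 95% limit of its log2 ratio was 4.97, and the bound against the floor fell from 5.29 to 2.69 on the log2 scale when cells were thinned. Rerg (ENSMUSG00000030222, chromosome 6, 137054825 to 137170497), which the study named in multiparous islets under an insulin receptor antagonist, had 6 and 99 UMIs, a log2 ratio of 4.22 (3.05 to 5.70), or 2.49 with each cell weighted equally. Lrrc55 was seen in 0 of 1875 virgin and 76 of 1506 multipara beta-like cells (5.05%, 4.00 to 6.28), and Rerg in 6 and 91 cells. After thinning 15 and 9 of 1404 multipara cells remained, against 0 of 1693 virgin cells for both, with an interval up to 0.218%. In alpha-like cells Lrrc55 was seen in 0 virgin and 2 multipara cells and Rerg in 3 and 2. The other 2 genes linked to pregnancy, Matn2 and Lars2, went apart. Matn2 (ENSMUSG00000022324, chromosome 15, 34306677 to 34436273) was at 1.40 (1.28 to 1.53), while Lars2 was at -0.12 (-0.22 to -0.02), the median of all genes. In thinned cells Lars2 was at -0.35, below the -0.11 of all genes there. With each cell weighted equally it was at -0.04, above their -0.16.

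Cell cycle genes were rare in both libraries. Mki67 had 7 virgin and 4 multipara UMIs, Top2a 8 and 8, Cdk1 4 and 7, Cdk2 18 and 9, Cenpf 3 and 6, Hmmr 1 and 3 and Cdc20 3 and 2. Cenpi had none in either library. All their intervals included 0 on the log2 scale where a ratio could be formed, as did those of Stmn1 (86 and 75 UMIs) and Cdkn2d (565 and 458 UMIs, -0.13, -0.31 to 0.05). Mki67 was seen in 5 of 1875 and 4 of 1506 beta-like cells (0.267% and 0.266%), and in 0.282% and 0.442% of alpha-like cells. After thinning it was seen in 3 of 1693 and 0 of 1404 beta-like cells, the latter with an interval up to 0.262%. In thinned cells the log2 ratios of Cdkn2d and Stmn1 left their intervals, at -0.33 and -0.52. Top2a was then at -0.73, and Cdk1 and Cdk2 were both at 0.27, within their intervals. The genes thus went both ways after thinning, and in all beta-like cells no difference in these genes was detectable at this depth. The study reported the cell cycle genes it named as lower in multiparous islets under an insulin receptor antagonist. It states no such treatment for these libraries, so the values do not bear on that result.

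The hormones Ins1, Ins2 and Iapp had log2 ratios of 0.14, 0.01 and 0.02. They also define the class, so their ratios depend on how it was drawn. Ins2 fell slightly below 0 without the cell filter (-0.01), with separate clustering (-0.02) and in beta-like cells with few UMIs of other hormones (-0.01).

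Among the 1255 genes at a mean of 50 CPM or more in beta-like cells, Fmo1 (ENSMUSG00000040181, chromosome 1, 162829561 to 162866610) had the highest log2 ratio, at 2.02 (1.93 to 2.12) with 1165 and 4198 UMIs. Nupr1 came next, followed by Hmgcs1 (ENSMUSG00000093930, chromosome 13, 119690379 to 119708260) at 1.02 (0.95 to 1.09) and C1qa at 0.82 (0.74 to 0.90). Fkbp11, Hopx (0.72), Chd7 (0.71), Npas4 (0.61), Fh1 (0.61) and Zfp36 (0.59) completed the 10 highest. Pde5a (ENSMUSG00000053965, chromosome 3, 122728947 to 122859374) had the lowest ratio, at -1.10 (-1.18 to -1.02) with 4110 and 1698 UMIs. Defb1 (-0.92), Marcks (-0.74), Igfbp7 (-0.74) and Sez6l (-0.62) were also among the 10 lowest. The other 5 were Pyy (-1.05), Rbp4 (-0.91), Ppy (-0.81), Sst (-0.80) and Ttr (-0.63), which are markers of other endocrine cells and depend on which cells entered the class. Pyy, Rbp4, Ppy and Sst were higher in the multipara library, at 1.05, 0.55, 1.09 and 0.07, when the libraries were clustered separately.

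The last question was whether beta-like cells fell into groups found mostly in 1 library. The mixing value of the 3381 beta-like cells was 0.599, where 1 would be full mixing and 0 none. It moved most, to 0.703, when cells were thinned to 1 depth, and was 0.607 without the dissociation response and mitochondrial genes. Clustered without the genes that differed over 1.5-fold, beta-like cells fell into 6 sub-clusters of at least 30 cells and 2 of 1 cell each. The multipara library gave 1506 of the 3381 beta-like cells and 55.0% (52.0 to 58.1), 46.3% (42.8 to 49.9), 41.2% (37.5 to 44.8), 29.1% (24.6 to 33.9), 28.8% (24.0 to 34.0) and 54.1% (44.3 to 63.6) of the cells of the 6 sub-clusters, in order of size. The highest share was 66.1% at sub-clustering resolution 1 and 49.96% when the fold limit was lowered so that 7560 genes were left out. Leaving out the differing genes pushes these shares towards even, so they say nothing of groups that those genes would form. The smallest of the 6 had a median of 1181 UMIs per cell, against 21262 to 36782 in the others. The beta-like clusters of the main clustering were made with the differing genes included. They held 849, 692, 296, 31 and 7 virgin cells and, in the same order, 666, 666, 137, 35 and 2 multipara cells. Among those of at least 30 cells, the cluster of 296 and 137 cells lay furthest from even.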

Values the study reported

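The study reported that β cells were divided into 7 subpopulations by single-cell RNA sequencing, with Clusters 1 and 2 mostly from multiparous mice and clusters 5 and 7 mostly from virgin mice. It stated at least 2 mice per group for this experiment. The multiparous mice had given birth 3 times and were studied 3 weeks after the last delivery.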

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

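The tests in this part were chosen only after the results they bear on had been seen. Differences between cell classes were not tested, since each rests on 1 library per group, and a biological difference between virgin and multiparous mice stays open for every item below unless a value speaks against it. Genes are given as opposite to beta-like cells only where both 95% counting intervals lay off 0.

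Barcodes left out by the limit of 10% mitochondrial UMIs made up 30.5% of the multipara barcodes and 17.8% of the virgin ones, a signal outside the comparisons above. They had medians of 2488.5 and 2355.5 UMIs, of which a median of 64.3% and 75.7% were mitochondrial. A candidate explanation is that multipara beta cells were lost more often than other cells. Insulin genes gave 32.1% of the nuclear UMIs of these barcodes in the multipara library and 42.0% in the kept cells, and 37.3% and 38.2% in the virgin library. The alpha cell hormone Gcg was also lower in these barcodes, at 4.99% against 7.37% in the multipara and 4.12% against 8.58% in the virgin library. RNA of both hormones was thus lower in them, and a loss of beta cells and a loss of all cells alike cannot be told apart by it. Handling of the suspensions and a biological difference also stay open, since each group was prepared as 1 library.

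An unnamed cluster with a median of 1414 UMIs per cell took 3.78% (3.16 to 4.49) of the kept multipara cells and 0.531% (0.337 to 0.796) of the virgin cells. A candidate explanation is nuclei that had lost their cytoplasm, in which the nuclear RNA Malat1 should be raised and cytoplasmic RNA nearly gone. Malat1 gave 9.22% of the UMIs of the cluster in the multipara library and 19.1% in the virgin library, against 0.703% and 0.792% in beta-like cells. Mitochondrial UMIs were 3.23% and 2.90%, against 4.29% and 4.49% in beta-like and 3.86% and 3.52% in endothelial-like cells. Insulin genes gave 32.1% and 10.2%, against 57.9% and 56.0% in beta-like cells. The raised Malat1 goes with that explanation, but the mitochondrial and insulin RNA that remained does not, so such nuclei and small or damaged cells cannot be told apart. Since 126 of the 149 cells came from 1 library, the cluster may be a feature of that library rather than a cell type.

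In PP-like cells, 5 genes went the opposite way to beta-like cells with both intervals off 0. Their log2 ratios were -0.44 for Sdf2l1, -0.83 for Mafa, -2.01 for Ins1, -2.34 for Ins2 and -2.04 for Iapp. All 5 are expressed in beta cells, and a candidate explanation is beta cell RNA in part of the virgin PP-like cells, for example in doublets that were not called. In the virgin library, 8 of the 88 PP-like cells held 88.4% of the Ins2 UMIs of the class, and in the multipara library 9 of 98 cells held 63.4%. The median cell had 64 and 112 Ins2 UMIs, the opposite order to the sums. In the 8 virgin cells Ins2 reached 91.4% of its beta-like level, while 7 other beta markers reached 29.0% to 68.5% (median 41.5%), and Nupr1 had no UMI where the beta-like level would give 24.3. The markers were present but not in proportion to insulin. Mixed droplets and cells that carry both hormones cannot be told apart on 8 cells.

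In T cell-like cells the log2 ratios of Atf3, Dnajb1 and Hspa1a were -2.93, -1.15 and -1.67, against 0.47, 0.48 and 0.52 in beta-like cells. They rest on 6, 13 and 4 UMIs in 43 multipara cells. A candidate explanation is that the libraries held different T cells. The cell cycle list had a median log2 ratio of 2.21 in T cell-like cells with all 18 measured genes higher, which fits it. The dissociation response list was at -0.29 in T cell-like cells (percentile 0) and at 0.018 in beta-like cells (98.5), so a difference in handling that acted on these cells in the opposite direction also stays open.

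In alpha-like cells Hspa1b was at -0.23 (-0.40 to -0.06), against 0.44 in beta-like cells. Hspa1a in the same cells was at 0.12 (0.02 to 0.21). The sum of both genes was at 0.029 (-0.06 to 0.11), but a pooled ratio lies between those of its members whatever the reason. Reads shared between these near-identical genes and a difference between the genes themselves therefore cannot be told apart by it. The sum in beta-like cells was 0.50.

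In mesenchymal-like cells the log2 ratios of Nupr1, Dnajb1, Matn2 and Iapp were -1.10, -1.07, -2.22 and -0.16, opposite to beta-like cells. The class joins a cluster led by Rgs5, with 63 virgin and 64 multipara cells, and one led by Dcn, with 81 and 11. A candidate explanation is this different make-up. Within the first cluster Nupr1 was at 1.75 (0.39 to 3.35) and Dnajb1 at 0.39 (-0.18 to 0.96), which fits it. Matn2 had 2 UMIs in each library there and was at -0.24 (-1.58 to 0.84) within the second. Iapp was at 1.07 within the first and at -0.52 within the second. Dnajb1 stayed low within the second cluster, at -3.07 (-5.35 to -1.51) on 3 multipara UMIs, so the make-up does not account for all of its difference.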

How the results depend on the processing

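All alternatives were fixed before the data were examined. Among the values that answer a comparison, 135 stayed within their spread, 27 moved and 4 changed sign from a value whose interval lay off 0. These 4 were the mitochondrially encoded and ribosomal lists in beta-like cells under TMM scaling and median-of-ratios size factors. Of the values that stayed or moved, 7 also crossed 0, from an interval that included it: the granule list in beta-like cells under the same scalings (0.010 and 0.014), the dissociation response list there with each cell weighted equally (-0.038), and the stress list in PP-like cells with that weighting (0.077) and in endothelial-like cells with that weighting (0.074), under TMM (0.026) and without the cell filter (0.048). Among single genes, smaller classes and other lists, 700 stayed, 300 moved and 22 changed sign from an interval off 0, and 67 of those that stayed or moved crossed 0. The cause was not tested unless named.

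Without the cell filter 5224 virgin and 5044 multipara cells were kept, by construction, and beta-like cells were 36.2% and 32.7% of them. In beta-like cells the ribosomal list moved to -0.058, Ins2 to -0.0064, Ppy to 0.073 and Sst to 1.90. The mitochondrially encoded list became 0.17 in delta-like cells, and the granule list -0.22 in macrophage-like cells. A mitochondrial limit of 20% kept 4516 and 3484 cells by construction, with 43.5% multipara beta-like cells. With doublets kept there were 4391 virgin cells, Sst was at 0.23, the ribosomal list at 0.030 in delta-like cells and the granule list at -0.65 in macrophage-like cells.

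At resolution 2 beta-like cells were 41.7% of the virgin cells, Sst was at 0.16 and the ribosomal list at 0.048 in delta-like cells. The granule list in macrophage-like cells was -0.64 at both resolution 0.5 and resolution 2. With the libraries clustered separately beta-like cells were 36.3% and 43.1%, the ribosomal list was at -0.036 and the granule list in macrophage-like cells at -0.63. Mafa was then at -0.044, Ins2 at -0.015, Pyy at 1.05, Rbp4 at 0.55, Ppy at 1.09 and Sst at 0.075.

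Scaling shifts every gene by the same amount. Without the 10 most abundant genes the oxidative phosphorylation list was at 0.093, the mitochondrially encoded list at -0.030 and the ribosomal list at -0.013. Under TMM scaling the ER list was at 0.29, oxidative phosphorylation at 0.14, mitochondrially encoded at 0.015 and ribosomal at 0.032, with the ribosomal list at 0.0088 in alpha-like and 0.038 in delta-like cells. With median-of-ratios size factors these lists stood at 0.30, 0.14, 0.018 and 0.035 in beta-like cells, and the granule list at 0.014. The ribosomal list was at -0.16 with each cell weighted equally and at -0.051 with few UMIs of other hormones, where Ins2 was at -0.0063.

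Mixing was 0.703 after thinning and 0.669 with 100 neighbours, where a wider neighbourhood averages over more cells by construction. The highest multipara share of a sub-cluster was 49.96% when the fold limit was lowered so that 7560 genes were left out and 66.1% at resolution 1. The stress list in beta-like cells ranged from 0.49 to 0.63 and kept its sign in all 14 alternatives. No value could be formed for Rerg and Mki67 after thinning, for Lrrc55 with cells weighted equally, or for the lists in PP-like cells with separate clustering. Depth limits what can be said of genes with few UMIs, among them Lrrc55, Rerg, Cdkn2a and Mki67.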

Other observations

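Of the tests in this part, those on handling and depth for the stress list and on the other cell classes for the oxidative phosphorylation list were chosen before the data were examined, and those on abundant genes, on Nupr1, Fkbp11 and Sdf2l1 in alpha-like cells, on hormones, C1qa, 5 genes rare in virgin beta-like cells, immune cells and sterol genes only after the results were seen.

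The higher level of the study stress genes in multipara beta-like cells was set against technical explanations. A difference in depth predicts like numbers of UMIs per cell after thinning. The 9 genes together gave a median of 10 UMIs per thinned multipara cell against 6 per virgin cell. The median of the list was 0.55 in thinned cells, against 0.52 in all. That ratio decides nothing on depth, since CPM is already scaled to the total UMIs. The 10 most abundant genes took most UMIs, which shifts every other gene by the same amount. Leaving them out of the totals, which gave 0.59, therefore decides nothing. A shift of that kind leaves no difference from other genes, but the list stood at 0.64 relative to all genes. Its place above every matched random list is no support, because the study picked these genes on these samples. The UMIs per thinned cell argue against depth as the cause, and the value relative to all genes argues against abundant genes. Handling and dissociation predict a shift of the dissociation response list. Its median was 0.018 in beta-like cells, with members going both ways, at a percentile of 98.5. It was raised in delta-like cells (0.21) and lowered in T cell-like cells (-0.29). The stress list went the same way in both classes, at 0.29 and -0.78. In macrophage-like cells the stress list was at 0.48 while the dissociation response list was at -0.01. Handling and the groups cannot be told apart, because each group was dissociated as 1 library. A biological difference between the groups stays open and untested.

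The oxidative phosphorylation list stood slightly high in multipara beta-like cells, at 0.15 relative to all genes with a percentile of 99.3. The difference from genes of like expression was smaller, since the matched random lists had a median of -0.04 against 0.02 for the list. A few genes taking most UMIs would shift all genes alike and leave the list inside its matched random lists, so they do not produce this difference. Its value of 0.093 without the most abundant genes decides nothing, for the same reason. A difference of the whole library would move other classes the same way. The percentile of the list was 100 in alpha-like and 99.97 in T cell-like cells but 4.06 in endothelial-like cells, so a library-wide difference and one limited to some cells cannot be told apart. The study described these genes as lower in clusters of multiparous beta cells, and its abstract states this for beta cells of multiparous mice. The measure within clusters was not computed here. Over all beta-like cells the median of this nuclear list was 0.02, with 49 of 80 genes higher in the multipara library. A lower level was thus not seen for the nuclear genes in the class as a whole. The mitochondrially encoded genes are not in this list. Their median was -0.10 with 0 of 13 genes higher, but close to the -0.12 of all genes and at a percentile of 18.0.

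Nupr1 also appeared in alpha-like cells. Free RNA from beta cells is a candidate source, since Nupr1 in alpha-like cells was 1.81% of its beta-like level in the multipara library, against 1.72% for Ins2. In the virgin library the values were 1.61% and 1.28%. The alpha-like level of 4.49 CPM (3.37 to 5.88) covered the 4.27 CPM that the Ins2 share would carry over, and 1.39 CPM (0.892 to 2.07) covered 1.10 CPM, which fits that source. Its ratio in alpha-like cells is therefore no evidence of a change there. In endothelial-like cells 19.4 virgin and 18.3 multipara CPM were above the carry-over of 1.57 and 9.27 CPM.

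The rise of Sdf2l1 and Fkbp11 in alpha-like cells is different. Sdf2l1 rose by 21.7 CPM and Fkbp11 by 7.12 CPM, while the whole carry-over that the multipara Ins2 share allows was 3.76 and 2.14 CPM. Free RNA from beta cells is therefore not enough. A change of these ER genes in alpha cells and a difference in handling both stay open, as for beta-like cells.

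Other hormones were lower in multipara beta-like cells. Cells with several hormones inside the class are a candidate explanation. Among beta-like cells with few UMIs of other hormones (1666 and 1375 cells) the median of Pyy, Rbp4, Ppy, Sst and Ttr was still -0.64, but this selection acts on the same genes, and 4 of the 5 reversed when the libraries were clustered separately. Cells with several hormones and a lower level in each beta cell cannot be told apart, because the result follows how the class is drawn.

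C1qa, a complement gene best known from macrophages, had 1974 and 3093 UMIs in beta-like cells and a log2 ratio of 0.82. RNA from macrophages would bring C1qb in equal amounts, since there were 1.05 C1qb UMIs per C1qa UMI in multipara macrophage-like cells. In multipara beta-like cells there were 0.00647, and 0.00456 in virgin ones, so macrophage RNA is unlikely to be the source. Expression in beta cells and reads of an overlapping transcript stay open and were not tested.

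Lrrc55, Rerg, Cldn8, Tph1 and Esr1 were each under 0.2 CPM in virgin beta-like cells and higher in multipara ones. Cldn8 (8 virgin and 125 multipara UMIs), Esr1 (3 and 65, a log2 ratio of 4.61, 3.00 to 6.93) and Tph1 (2 and 36, 4.34, 2.39 to 7.44) were chosen after their values had been seen, as were Tph2 (40 and 75) and Tnfrsf11b (153 and 310), which were not rare in the virgin library. A separate subset of beta cells that carries them would put several in the same cell. Over the 5 genes, 44 cells had at least 2 of the genes where depth alone predicts 36.7, a ratio of 1.20 (0.870 to 1.61). The wider set of 7 genes, with Tph2 and Tnfrsf11b, which was run first, gave 1.11 (0.926 to 1.32). Both lie below the ratio of 2 set for a distinct subset, so a low level spread over many beta cells may be the better description. The counts per gene are small, and a weak subset stays possible.

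T and B cell-like cells took larger shares of the virgin library. A virgin suspension with more immune cells of every kind is argued against by the macrophage-like share, which was 2.49% in the multipara and 0.970% in the virgin library, an order that was kept without the cell filter (2.95% and 2.35%). Lymphoid tissue taken along in 1 preparation is an open source that was not tested.

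Hmgcs1 was among the highest ratios, and a list of 21 sterol synthesis genes, Hmgcs1 included, written after that was seen, had a median of 0.25 in beta-like cells with 19 genes higher and a percentile of 100. It was 0.28 in alpha-like, 0.26 in delta-like and 0.27 in PP-like cells. A difference shared by the whole library, such as medium or handling, is a candidate explanation. The percentile was 95.6 in endothelial-like cells (0.17, 11 of 19 genes higher), 93.9 in B cell-like cells (0.48, 7 of 10), 79.0 in T cell-like cells (0.30, 9 of 11), 57.3 in macrophage-like cells (0.15, 4 of 5) and 0.75 in mesenchymal-like cells (-0.55), whose make-up differed between the libraries. A shared difference and an endocrine one cannot be told apart, because the medians of 4 of these 5 classes were above 0 but inside the central 95% of their random lists.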
